# Novel small RNA spike-in oligonucleotides enable absolute normalization of small RNA-Seq data

**DOI:** 10.1038/s41598-017-06174-3

**Published:** 2017-07-19

**Authors:** Stefan Lutzmayer, Balaji Enugutti, Michael D. Nodine

## Abstract

Normalization of high-throughput small RNA sequencing (sRNA-Seq) data is required to compare sRNA levels across different samples. Commonly used relative normalization approaches can cause erroneous conclusions due to fluctuating small RNA populations between tissues. We developed a set of sRNA spike-in oligonucleotides (sRNA spike-ins) that enable absolute normalization of sRNA-Seq data across independent experiments, as well as the genome-wide estimation of sRNA:mRNA stoichiometries when used together with mRNA spike-in oligonucleotides.

## Introduction

Data from sRNA-Seq experiments are typically normalized and reported in relative terms such as reads per million genome-matching reads (RPMs)^1^. Relative normalization works well if it is assumed that the sRNA sub-populations have equal proportions across the different tissue types being profiled. However, this assumption is often invalid because sRNA populations are frequently dynamic across different tissue types and in various mutant backgrounds^2–7^. Therefore, the standard practice of comparing relatively normalized sRNA-Seq values can produce misleading results. In contrast, absolute normalization of sRNA-Seq data should enable accurate comparisons of small RNA levels in different cell types, mutant tissues or disease states on a genome-wide scale. However, previous attempts to use exogenous sRNA oligonucleotides for absolute normalization of sRNA-Seq data had variable success^8–10^ and thus have not been widely used. The varying sequencing efficiencies of specific sRNA spike-ins are most likely due to their inherent properties, such as variable secondary structures, that influence their ligation efficiency during sRNA-Seq library construction^11–13^. For example, previously an additional correction factor was required to scale individual sRNA spike-in amounts to account for the non-linear relationships between the molar amount of exogenous sRNA spike-ins added to a sample and the corresponding number of reads sequenced^10^. Here we present a novel sRNA spike-in oligonucleotide design and demonstrate how sRNA spike-ins can be used for robust absolute normalization of sRNA-Seq data across independent experiments. Moreover, we demonstrate how sRNA spike-ins can be used in combination with commercially available mRNA spike-in oligonucleotide mixes to compare values generated by sRNA-Seq and mRNA-Seq.

## Results

To generate a set of exogenous sRNA spike-ins for absolute normalization of sRNA-Seq data, we designed 21 nucleotide (nt) long RNA oligonucleotides with three main features (Fig. 1a). First, the sRNA spike-ins contained a 5′ monophosphate and 2′-O-methyl group in order to mimic endogenous plant small RNAs. The 2′-O-methyl group is common to plant small RNAs^14^, but this modification could be omitted if investigating animal miRNAs for instance. Second, the sRNA spike-ins contained a semi-random 13 nt core sequence that does not match the genome-of-interest (e.g. in this study *Arabidopsis thaliana*). Third, these semi-random 13 nt core sequences are flanked by a set of four randomized nucleotides on both the 5′ and 3′ ends. Eight sRNA spike-ins with different 13 nt core sequences were designed and mixed in specific molar ratios as shown in Fig. 1a. These were added to total RNA prior to sRNA-Seq library preparation. After sequencing, the non-genome matching 13 nt unique tags were used to quantify reads derived specifically from each sRNA spike-in. Each of these 13 nt core sequences can be represented by up to 65,536 possible 21 nt sequences. Because individual sRNA sequences have variable properties, such as secondary structure, that bias their representation in the final sRNA-Seq libraries^11–13^, the large number of diverse sequences that can be assigned to each 13 nt core sequence of the sRNA spike-in is expected to minimize cloning biases of each spike-in set as a whole. Accordingly, the sRNA spike-ins enabled the robust generation of standard curves for absolute data normalization in terms of molecules detected per µg total RNA (MPU) (Fig. 1b). 

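The sRNA spike-in mix held 8 oligonucleotides at 0.05 to 25 amol per µg of total RNA, 38.3 amol in all (Fig. 1a). Each library was put on an absolute scale here by a single factor. This factor is the number of molecules of all 8 sRNA spike-ins added per µg, divided by the RPM of all sRNA spike-in reads in Supplementary Table 1. The RPM of single oligonucleotides were read by eye, to at most 2 significant digits, from the scatter plots of Fig. 1b and Supplementary Fig. 1a–e. These readings summed to between 94.1% (Col-0 leaves, replicate 1) and 103% (dcl234 flowers, replicate 1) of the sRNA spike-in RPM of the same library in Supplementary Table 1.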

Nearly perfect positive correlations (all had Pearson’s *r* values ≥ 0.99 and *P* < 7.42 × 10^−6^) were observed when plotting relative RPM levels reported by sRNA-Seq and the known absolute MPU amounts of sRNA spike-ins added to each sample (Fig. 1b and Supplementary Fig. 1a–e). 

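In a linear model of log10 molecules per µg on log10 RPM over the 8 sRNA spike-ins read by eye, Pearson's r was between 0.986 and 0.991 in the 6 libraries. The oligonucleotides of 1 library are not independent replicates. The fitted slopes were 0.664 and 0.672 in Col-0 leaves, 0.645 and 0.644 in Col-0 flowers, and 0.690 and 0.689 in dcl234 flowers. With these slopes, a 10-fold difference in RPM corresponded to a 4.40- to 4.90-fold difference in molecules, and a 2-fold difference in RPM to a 1.56- to 1.61-fold difference. At 100 RPM in Col-0 flowers (replicate 1), the curve gave 625941 molecules per µg, whereas the factor from the total sRNA spike-in reads is 1166 molecules per µg for each RPM.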

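In Col-0 flowers (replicate 1), 228 miRNA families had values above 0 RPM. With the factor from the total sRNA spike-in reads, the median family was at 1937 molecules per µg of total RNA, with quartiles at 440 and 13888. With the standard curve read by eye from Fig. 1b, the median was 44502 molecules per µg, with quartiles at 17110 and 158616. These values come from 1 library and carry no replicate error.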

As a proof of concept, the highly linear relationships between relative and absolute values were used to generate linear models to predict the number of miRNA molecules per µg of total RNA isolated from wild-type (Col-0) flowers (Fig. 1c).

**Figure 1:**
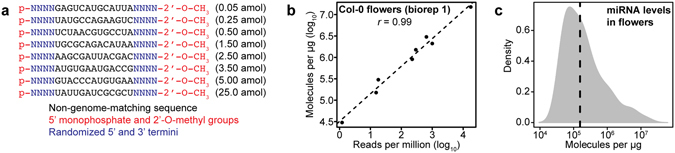
Small RNA spike-in design and use as a tool to estimate absolute small RNA levels. (**a**) Design of small RNA spike-in oligonucleotides. Key features of small RNA spike-ins are shown in different colors corresponding to the key. Molar amounts of oligonucleotides added per µg of total RNA are indicated in parentheses. (**b**) Scatter plot of relative small RNA spike-in levels (reads per million genome-matching reads) compared to absolute small RNA levels (molecules detected per µg of total RNA) in Col-0 flowers (biological replicate 1). Pearson’s *r* value is indicated, as well as a dashed line that represents a linear model derived from the plotted values. (**c**) Density plot of individual miRNA family levels in Col-0 flowers (biological replicate 1) in molecules detected per µg of total RNA. Vertical dashed line indicates the median number of molecules per miRNA family.

Because the sRNA spike-ins enabled accurate data normalization (Fig. 1 and Supplementary Fig. 1a–e), we compared sRNA sub-populations in relative RPM and absolute MPU terms to determine if the two normalization procedures yield different results. 

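sRNA-Seq libraries were made from 2 biological replicates each of Col-0 leaves (rosette and cauline), Col-0 flowers (unopened buds) and dcl234 flowers, 6 libraries in all. By Supplementary Table 1, the libraries held 8786408 and 4062090 genome-matching reads in Col-0 leaves, 13243396 and 13755078 in Col-0 flowers, and 10164548 and 8590559 in dcl234 flowers, sRNA spike-ins included. The authors aligned the reads to TAIR10 with Bowtie, without mismatches and with up to 100 alignments per read. They deposited RPM per miRNA family, per tasiRNA family and per transposon. A single read was worth between 0.0727 RPM (Col-0 flowers, replicate 2) and 0.246 RPM (Col-0 leaves, replicate 2). Of the miRNA and tasiRNA values above 0, between 61.0% and 86.3% per library were whole multiples of 1 read, as reads matching several loci were divided among them, so no count test was run on these families. In the siRNA tables nearly all values were whole multiples (99.97% to 100% per library), and 1 library summed to 1016060 RPM, which counts reads at each transposon they match. One siRNA table is named for the 21-nt class and the other for the 24-nt class. Whether these names fit the 20–22 nt and 23–24 nt classes of the paper was not settled, so each table is called by its name. For single families, limma was fitted to log2(RPM + 1) over all 6 libraries, and a family was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. Fold changes are on this scale, which understates the changes of low families. With 2 replicates against 2, the smallest exact two-sided permutation p is 0.33, so totals are given with each replicate's spread. Totals in molecules are given in M (mega) molecules per µg of total RNA. Whether the distributions of families differ was tested with the exact two-sample Kolmogorov-Smirnov test on group means, in which families and not plants are the units. This test is two-sided and does not pair a family with itself across groups. It can therefore miss a shift that most families share.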

Although similar analyses could be performed on any species, we used *Arabidopsis thaliana* to test the utility of the sRNA spike-ins because the *Arabidopsis thaliana* genome has well-annotated sRNAs and transcript models, different tissue types are easy to obtain and mutants deficient in major sRNA sub-populations are viable with only minor morphological effects. Plant sRNA populations consist of four main classes: 20–22 nt microRNAs (miRNAs) and trans-acting siRNAs (tasiRNAs) that tend to post-transcriptionally regulate protein-coding genes, and 20–22 nt and 23–24 nt small interfering RNAs (siRNAs) that typically arise from and silence transposons^15^. 

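The siRNA table named for the 21-nt class summed to 428589 ± 26520 RPM (SD, n = 2) in Col-0 leaves and to 960255 ± 78920 RPM (SD, n = 2) in Col-0 flowers, 2.24-fold lower in leaves. The table named for the 24-nt class summed to 102649 ± 5176 RPM (SD, n = 2) in leaves and to 267815 ± 20140 RPM (SD, n = 2) in flowers, 2.61-fold lower in leaves. In both tables the leaf replicates lay below both flower replicates. Scaled to the sRNA spike-ins, the leaf totals were 6.81-fold and 8.04-fold lower in the tables named for the 21-nt and the 24-nt class, and of the alternatives tried the standard curve read by eye moved these folds most, to 3.21 and 3.69. Total tasiRNAs were at 16285 ± 6853 RPM (SD, n = 2) in leaves and at 9271 ± 1521 RPM (SD, n = 2) in flowers. This 1.76-fold higher level in leaves ranged from 1.23- to 2.28-fold when each replicate was left out in turn, and in molecules per µg the leaf total was 1.65-fold lower. With each replicate left out in turn, the scaled leaf total ranged from 0.329 (without Col-0 leaves replicate 1) to 0.882 times that of flowers.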

The proportions of sRNA sub-populations vary between flowers and leaves (Supplementary Fig. 2), which makes comparisons of relatively normalized leaf and flower sRNA levels prone to errors. For example, 30% and 53% of the respective Col-0 flower and Col-0 leaf sRNA populations were composed of 20–22 nt sequences (Supplementary Fig. 2a–c), but it cannot be determined whether there are absolutely more 20–22 nt sRNAs in leaves or whether this relative increase is merely due to reduced 23–24 nt siRNA levels in leaves compared to flower tissues. 

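The factor from the total sRNA spike-in reads was 449 and 309 molecules per µg for each RPM in the Col-0 leaf replicates, 1166 and 1156 in the Col-0 flower replicates, and 1560 and 1347 in the dcl234 flower replicates. The factors of the 2 replicates of a group differed 1.45-fold in leaves, 1.01-fold in Col-0 flowers and 1.16-fold in dcl234 flowers. Relative to Col-0 flowers, 1 RPM stood for 0.326 times as many molecules in leaves and 1.25 times as many in dcl234 flowers.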

Using sRNA spike-ins, we compared relative and absolute normalization methods on sRNA sub-populations in Col-0 flowers and leaves. The two normalization methods produced different results. For example, whereas total miRNA levels have a significantly higher RPM in Col-0 leaves compared to Col-0 flowers (1.7-fold; *P* = 3.2 × 10^−3^; two-sample Student’s t-test), the absolute number of miRNAs are non-significantly reduced 1.5-fold in Col-0 leaves compared to Col-0 flowers (*P* = 0.13; two-sample Student’s t-test) (Supplementary Fig. 2d,e). Moreover, absolute, but not relative, normalization shows that miRNA families have significantly increased levels in Col-0 flowers compared to Col-0 leaves (Fig. 2a,b) (*P* = 4.1 × 10^−3^; two-sample Kolmogorov-Smirnov test). Therefore, relative normalization of sRNA-Seq data followed by comparisons between tissue types can lead to misleading results, which are mitigated through the use of sRNA spike-ins.

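Summed over all families, miRNAs were at 76750 ± 3119 RPM (SD, n = 2) in Col-0 leaves, with the replicates at 78955 and 74544, and at 47803 ± 1576 RPM (SD, n = 2) in Col-0 flowers, with the replicates at 46689 and 48918. The total was 1.61-fold higher in leaves, with both leaf replicates above both flower replicates (exact two-sided permutation p = 0.33, the smallest this design allows). With the sRNA spike-in reads left out of the genome-matching reads, the difference was 1.68-fold. Scaled to the sRNA spike-ins, the total was 29.2 ± 8.77 M molecules per µg (SD, n = 2) in leaves and 55.5 ± 1.49 M (SD, n = 2) in flowers, 1.90-fold lower in leaves. The leaf replicates, at 35.4 and 23.0 M molecules, lay below the flower replicates, at 54.4 and 56.5 M molecules. The standard curve read by eye, applied to the summed RPM as for the other class totals, moved this fold most. It gave 22.0 ± 4.66 M molecules per µg (SD, n = 2) in leaves and 32.3 ± 1.03 M (SD, n = 2) in flowers, 1.47-fold lower in leaves. Applied per family and then summed, the curve gave 58.2 ± 13.9 M (SD, n = 2) and 94.0 ± 1.02 M (SD, n = 2), 1.61-fold lower in leaves. The level in molecules thus depends on how the curve is applied.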

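Of the 93 miRNA families with at least 1 RPM in each of the 6 libraries, 60 had a higher mean RPM in Col-0 leaves and 33 in Col-0 flowers, with a median log2 ratio of 0.60. The medians over these families were 26.8 and 26.1 RPM in the leaf replicates and 18.3 and 26.3 RPM in the flower replicates, so the replicates overlapped. The distributions of mean RPM were not separated (D = 0.129, exact two-sample Kolmogorov-Smirnov p = 0.423, 0.483 after Benjamini-Hochberg adjustment over 16 such tests, n = 93 families). In molecules per µg, 27 families were higher in leaves and 66 in flowers, with a median log2 ratio of -1.04, or 2.06-fold lower in leaves. The medians were then 12032 and 8066 molecules per µg in the leaf replicates and 21393 and 30399 in the flower replicates. The Kolmogorov-Smirnov test gave D = 0.215 and an exact p of 0.0268 (adjusted 0.0358, n = 93 families), and an exact p of 0.0108 with the standard curve read by eye. From the change of direction between RPM and molecules, the paper concludes that relative normalization can mislead when tissues are compared and that sRNA spike-ins mitigate this.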

**Figure 2:**
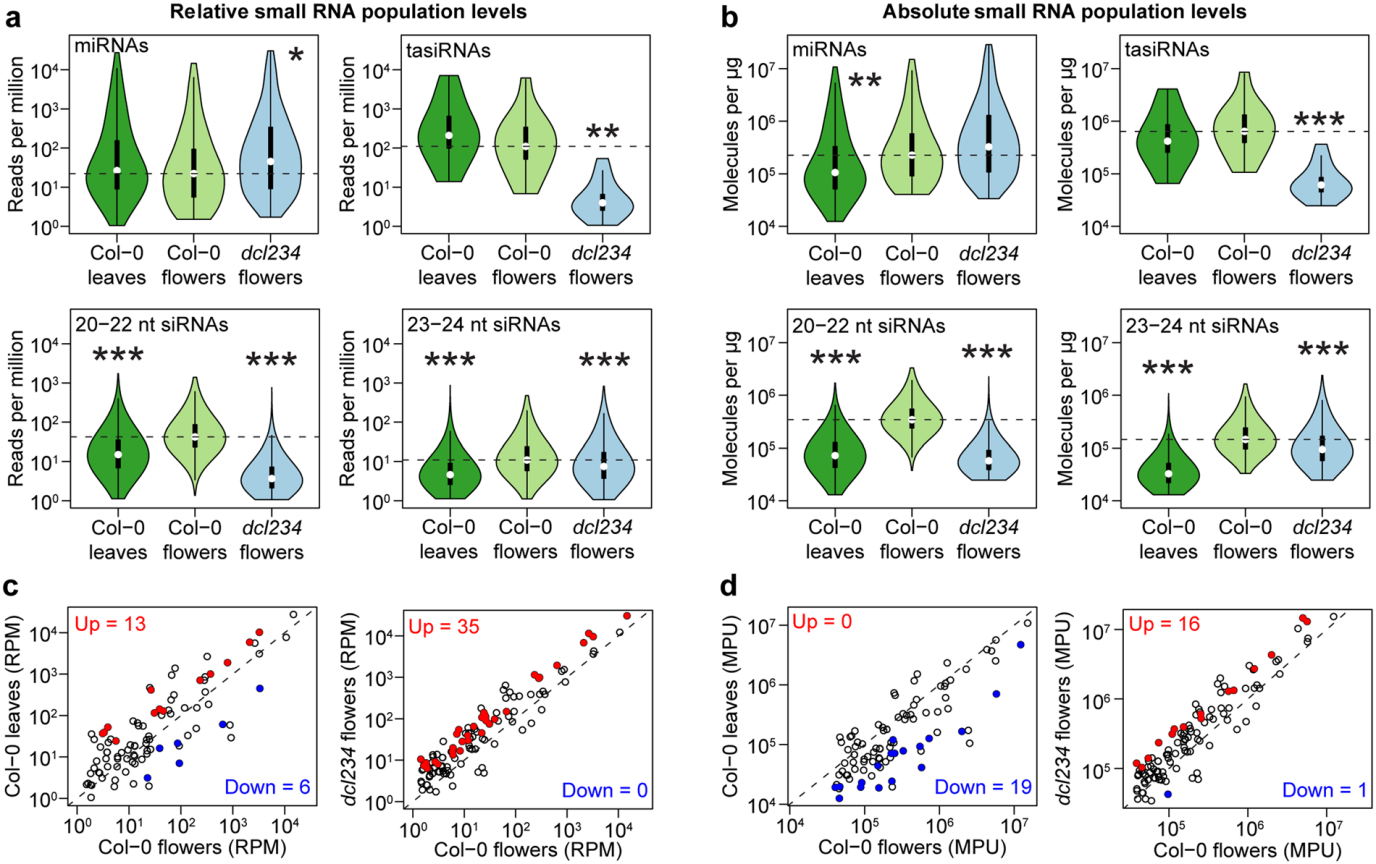
Small RNA spike-ins enable accurate comparisons of small RNA levels. (**a** and **b**) Violin plots of individual miRNAs, tasiRNAs and siRNA family levels in either relative (**a**) or absolute (**b**) units. P-values were based on two-sample Kolmogorov-Smirnov tests. *P* < 0.05, *P* < 0.01 and *P* < 0.001 are indicated by*, ** and ***, respectively. Violin plots are based on the mean among two bioreplicates for 93 miRNA, 14 tasiRNA, 6,361 20–22 nt siRNA and 5,952 23–24 nt siRNA families with ≥1 RPM in each bioreplicate. The 25^th^ and 75^th^ percentiles are indicated by the bottom and top of the vertical black bar in the violin plots, while the medians are indicated by white points within the vertical black bars. The top and bottom whiskers extend from the vertical black bar to the most extreme values within 1.5 times the interquartile range. The widths of the violins are proportional to the sample densities. (**c** and **d**) Scatter plots of the mean miRNA family levels among both bioreplicates for Col-0 flowers vs. Col-0 leaves (left) and Col-0 flowers vs. *dcl234* leaves (right) in either relative RPM (**c**) or absolute MPU (**d**) terms. Red and blue points indicate miRNA families with significantly increased and significantly decreased levels, respectively. Significantly different miRNA levels were defined as having ≥2-fold difference and a p-value < 0.05 based on a two-sample Student’s t-test.

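The files list 275 miRNA families, 117 tasiRNAs and 35092 transposons in each siRNA table. With at least 1 RPM in each of the 6 libraries, 93 miRNA families and 14 tasiRNAs remained, along with 7625 transposons in the table named for the 21-nt class and 7453 in the table named for the 24-nt class. With a mean of at least 1 RPM over the 6 libraries, 72 tasiRNAs and 15813 and 12440 transposons remained. Among the 93 miRNA families, 2 pairs had identical values in every library (miR166a-5p with miR166b-5p, and miR398b-5p with miR398c-5p), which leaves 91 families with unequal values. Some of these were nearly identical, such as miR170-5p and miR171a-5p, at 24.4 and 24.5 RPM in Col-0 flowers replicate 1. The 91 are therefore not all independent.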

To further test how changes in sRNA populations can affect relative normalization, we generated sRNA-Seq libraries from siRNA-deficient flowers and compared these to the Col-0 flower datasets. More specifically, we generated sRNA-Seq libraries from flowers with null mutations in three genes encoding the DICER-LIKE2 (DCL2), DCL3 and DCL4 ribonucleases (i.e *dcl234* flowers). 

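The mRNA-Seq libraries made from the same total RNA give the mRNA levels of the mutated genes, as TPM summed over each whole gene. DCL3 was at 3.85 and 4.3 TPM in the Col-0 flower replicates and at 0.40 and 0.37 TPM in the dcl234 flower replicates, a log2 fold change of -1.87 on the log2(TPM + 1) scale (standard error 0.35, limma adjusted p = 0.0140). Over 6 alternative settings its adjusted p from limma ranged from 8.08e-07 to 0.299 and was under 0.05 in 3. DCL2 was at 2.07 and 3.26 TPM in Col-0 flowers and at 1.04 and 1.60 TPM in dcl234 flowers (limma adjusted p = 0.256). DCL4 was at 3.20 and 4.51 TPM in Col-0 flowers and at 3.12 and 2.87 TPM in dcl234 flowers (limma adjusted p = 0.514). DCL1, which is intact in this mutant, was at 2.13 and 3.01 TPM and at 3.42 and 2.90 TPM (limma adjusted p = 0.580). Relative to the median gene, which was higher in dcl234 flowers in TPM, the log2 fold changes of DCL1, DCL2, DCL3 and DCL4 were -0.27, -1.15, -2.37 and -0.77. Scaling to the ERCC total raised most genes in dcl234 flowers. Under it DCL2 and DCL4 turned positive (0.76 and 1.38) and DCL1 was called (1.83, limma adjusted p = 0.0281, and up to 0.826 over 6 alternatives), all still lower than the median gene. After quantile normalization the log2 fold change of DCL1 turned negative (-0.18). A TPM does not show in which part of a gene the reads lie.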

*DCL3* and *DCL4* are required for 23–24 nt siRNA and tasiRNA biogenesis, respectively^16–20^ (Supplementary Fig. 2c). Therefore, *dcl234* flowers are expected to have reduced tasiRNA and 23–24 nt siRNA levels. 

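In dcl234 flowers, the siRNA table named for the 21-nt class summed to 80995 ± 1229 RPM (SD, n = 2), 11.9-fold lower than in Col-0 flowers, and was 9.46-fold lower in molecules per µg. The table named for the 24-nt class summed to 208884 ± 15823 RPM (SD, n = 2), 1.28-fold lower than in Col-0 flowers with both dcl234 replicates below both Col-0 replicates. In molecules per µg its total was 0.98 times that of Col-0 flowers, the replicates of the groups overlapped, and the ratio ranged from 0.857 to 1.10 when each replicate was left out in turn, passing 1 without dcl234 flowers replicate 2 (1.10) and without Col-0 flowers replicate 2 (1.03). Per transposon, and as tests chosen after seeing the data, limma on log2(RPM + 1) called 6 transposons higher and 7608 lower of 7625 in the table named for the 21-nt class at an adjusted p under 0.05. In the table named for the 24-nt class it called 205 higher and 2635 lower of 7453, and 219 higher and 471 lower after scaling to the sRNA spike-ins. The quasi-likelihood test of edgeR on whole reads recovered from the RPM called 6 higher and 7613 lower, and 250 higher and 3240 lower, in the tables named for the 21-nt and the 24-nt class. The transposon that fell most in the table named for the 24-nt class, AT5TE53830, went from 25.4 and 26.1 RPM in Col-0 flowers to 2.36 and 1.51 RPM, followed by AT4TE47270, from 15.0 and 18.1 RPM to 1.57 and 1.4 RPM. By the ratio of mean RPM, AT4TE22770 rose most, from 24.0 and 26.5 RPM to 139 and 145 RPM. AT2TE37325 followed, from 56.5 and 56.6 RPM to 316 and 312 RPM. On the log2(RPM + 1) scale of limma their rises were 2.446 and 2.451, in the other order. Reads of copies that share sequence count at each of these transposons. Which size class each table holds was not settled, so these values do not show which class fell.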

Comparisons of relative and absolute normalization methods on 20–24 nt siRNA levels produced similar results (Supplementary Fig. 2d,e and Fig. 2a,b). However, relative RPM levels for total tasiRNAs were not significantly reduced in *dcl234* flowers compared to Col-0 flowers; whereas, absolute MPUs for total tasiRNAs were significantly reduced (*P*_RPM_ = 0.08, *P*_MPU_ = 0.04; two-sample Student’s t-test) (Supplementary Fig. 2d,e). Both relatively and absolutely normalized tasiRNA family levels are significantly reduced in *dcl234* flowers but the decrease is more pronounced when using absolute terms (*P*_RPM_ = 1.0 × 10^−3^, *P*_MPU_ = 1.6 × 10^−4^; two-sample Kolmogorov-Smirnov test) (Fig. 2a,b). 

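Total tasiRNAs were at 157 ± 6.37 RPM (SD, n = 2) in dcl234 flowers, 59.2-fold lower than in Col-0 flowers. Scaled to the sRNA spike-ins, they were at 0.228 ± 0.0329 M molecules per µg (SD, n = 2) in dcl234 flowers and at 10.8 ± 1.70 M (SD, n = 2) in Col-0 flowers, 47.1-fold lower. In both units the dcl234 replicates lay below both Col-0 replicates. The standard curve read by eye, with its slope under 1, compressed the difference to 14.6-fold.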

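Of the 14 tasiRNAs with at least 1 RPM in each library, 13 were lower in dcl234 than in Col-0 flowers, each with both dcl234 replicates below both Col-0 replicates. Over the 14, the median fall was 56-fold in RPM and 44.8-fold in molecules per µg, and the falls of the 13 ranged from 2.46-fold for casiRM147, which the files list among the tasiRNAs, to 125-fold for TAS2-3'D3[+]. TAS1C-3'D2[+], which made up 66.7% of the total in Col-0 flowers, fell from 6180 ± 1364 RPM to 54.1 ± 9.3 RPM (SD, n = 2 each). TAS3A-5'D1[-] was higher in dcl234 flowers, at 22.3 ± 3.39 RPM against 12.0 ± 1.93 RPM in Col-0 flowers (SD, n = 2 each). The Kolmogorov-Smirnov test on group means gave an exact p of 0.00102 (adjusted 0.00163) both in RPM and in molecules per µg (n = 14 families), and an exact p of 0.000163 with the standard curve read by eye.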

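Summed over all families, miRNAs were at 95575 ± 4781 RPM (SD, n = 2) in dcl234 flowers, 2.00-fold higher than in Col-0 flowers. Scaled to the sRNA spike-ins, they were at 139 ± 7.46 M molecules per µg (SD, n = 2), 2.5-fold higher, and with the standard curve read by eye 1.97-fold higher. In each of these units both dcl234 replicates lay above both Col-0 replicates.

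**Figure D1:**
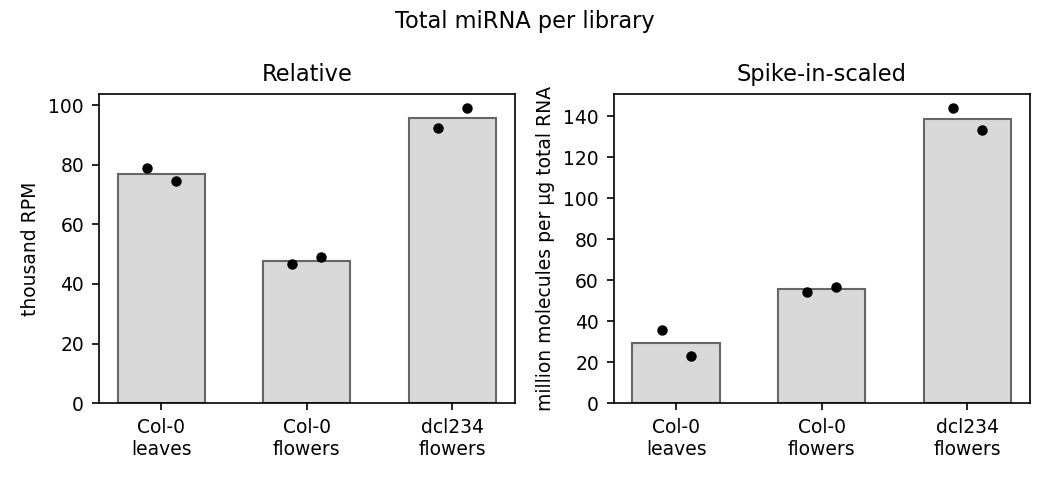
Total miRNA per library in Col-0 leaves, Col-0 flowers and dcl234 flowers, in RPM and in M molecules per µg of total RNA by the factor from the total sRNA spike-in reads. Bars are group means and points are the 2 replicates. Leaves lie above Col-0 flowers in RPM and below them in molecules, whereas dcl234 flowers lie above Col-0 flowers in both.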

We also found that the total amount of miRNAs had both significantly higher RPMs and MPUs in *dcl234* flowers compared to Col-0 flowers (*P*_RPM_ = 0.04, *P*_MPU_ = 0.02; two-sample Student’s t-tests) (Supplementary Fig. 2d,e). Therefore, in the absence of siRNAs, miRNAs are increased as has been previously proposed^21^.

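Among the 93 miRNA families, 80 had a higher mean RPM in dcl234 than in Col-0 flowers, with a median log2 ratio of 1.33, or 2.51-fold. In molecules per µg, 84 were higher, with a median log2 ratio of 1.65. The Kolmogorov-Smirnov test on group means gave an exact p of 0.0410 in RPM (adjusted 0.0504, n = 93 families) and of 0.00658 in molecules per µg (adjusted 0.00958, n = 93 families). With the standard curve read by eye, 76 families were higher, the median log2 ratio fell to 0.69 and the exact p rose to 0.178 (n = 93 families). With a factor from the mean log10 ratio over the 8 sRNA spike-ins read by eye, the median was 1.21 and the exact p 0.0612 (n = 93 families). From the higher total in both units, the paper concludes that miRNAs are increased in the absence of siRNAs.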

The levels of individual sRNAs are often compared across sRNA-Seq datasets from various tissue types in order to determine when and where a particular sRNA is most abundant. We compared relatively and absolutely normalized values for 93 miRNA families in Col-0 flowers versus Col-0 leaves or *dcl234* flowers to determine if the two normalization methods yield different results. Indeed, comparisons of RPM-based values suggest that 13 and 6 miRNA families have respectively increased and decreased levels in Col-0 leaves compared to Col-0 flowers (Fig. 2c). In contrast, due to the higher absolute miRNA levels in flowers (Supplementary Figure 2e and Fig. 2b), comparisons of MPU-based values indicate that no miRNA families are increased in Col-0 leaves compared to flowers, and 19 miRNA families are decreased in Col-0 leaves (Fig. 2d). Moreover, 35 miRNA families have increased levels in *dcl234* versus Col-0 flowers based on RPM values; whereas, only 16 miRNA families are increased in *dcl234* flowers compared to Col-0 flowers when using MPU values for the comparisons (Fig. 2c,d). 

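In RPM, limma called 38 of the 93 miRNA families higher and 13 lower in Col-0 leaves than in Col-0 flowers. The scaling moved this split most. Relative to the reads of the miRNA families alone, 25 families were called higher and 25 lower. Among the families with the largest rise was miR5026, at 470 ± 77.4 RPM in leaves and 25.1 ± 3.19 RPM in flowers (SD, n = 2 each), a log2 fold change of 4.17 (standard error 0.26, limma adjusted p = 1.27e-05). miR398b-5p and miR398c-5p, whose values are identical, were at 1389 ± 674 RPM in leaves and 77.0 ± 21.4 RPM in flowers (SD, n = 2 each), a log2 fold change of 4.09 (standard error 0.43, limma adjusted p = 0.000112). The largest fall was that of miR780.2, from 924 ± 171 RPM in flowers to 29.1 ± 20.8 RPM in leaves (SD, n = 2 each), a log2 fold change of -5.12 (standard error 0.46, limma adjusted p = 5.54e-05). miR845 and miR780.1 followed with log2 fold changes of -3.96 and -3.71. The leaf replicates of these 3 families were apart, at 14.5 and 43.8 RPM for miR780.2, 36 and 82.0 RPM for miR845, and 22.4 and 99.7 RPM for miR780.1.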

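After each library was scaled by its sRNA spike-in factor, limma called 11 of the 93 families higher and 48 lower in Col-0 leaves. All 11 were among those called higher in RPM, and 27 others called higher in RPM were no longer called. The 13 families called lower in RPM were lower here too, joined by 35 that were not called in RPM. No family was called in opposite directions. miR5026 remained among the largest rises, with a log2 fold change of 2.53 (standard error 0.36, limma adjusted p = 0.000227), as did miR398b-5p and miR398c-5p, at 2.45 (standard error 0.50). The falls of miR780.2, miR845 and miR780.1 were steeper than in RPM, with log2 fold changes of -6.76, -5.60 and -5.35. The standard curve read by eye gave 5 families higher and 43 lower.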

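Between dcl234 and Col-0 flowers, limma called 53 of the 93 families higher and 6 lower in RPM, and 61 higher and 3 lower in molecules per µg. All 53 were also called higher in molecules, where 8 more joined them, and 3 families were lower in both units. With the standard curve read by eye, 24 families were called higher and 4 lower, and relative to the reads of the miRNA families alone 15 were higher and 11 lower. The largest rises in RPM were those of miR158a-5p, from 63.3 ± 10.7 to 639 ± 158 RPM (SD, n = 2 each; log2 fold change 3.30, standard error 0.34, limma adjusted p = 0.000309), miR408-3p, with a log2 fold change of 3.10, and miR399, with 3.09. The largest falls were those of miR447, from 24.2 ± 14.7 to 4.91 ± 1.61 RPM (SD, n = 2 each; log2 fold change -1.98, standard error 0.44, limma adjusted p = 0.00438), miR8167, with -1.60, and miR166e-5p, with -1.59. From its results, the paper concludes that absolute normalization allows more accurate comparisons of total and individual sRNA levels between tissues with different sRNA populations.

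**Figure D2:**
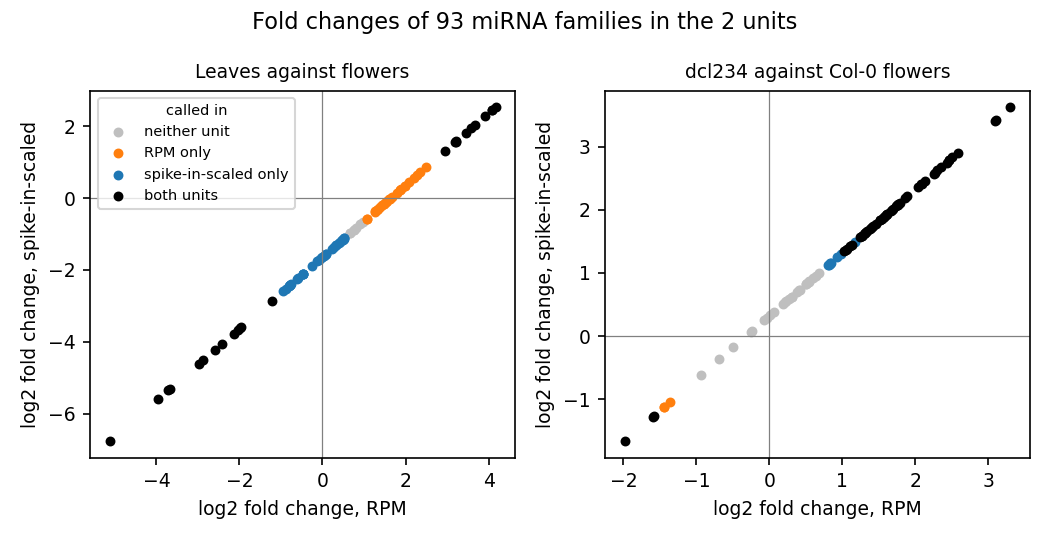
Log2 fold changes of the 93 miRNA families in RPM (horizontal axis) and in molecules per µg of total RNA (vertical axis), for Col-0 leaves against Col-0 flowers (left) and dcl234 against Col-0 flowers (right). Each point is 1 family, coloured by the unit in which limma called it. All points of a panel are shifted from the diagonal by the difference of the sRNA spike-in factors, which turns 38 families higher and 13 lower in leaves into 11 higher and 48 lower.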

Based on our results, absolute normalization of sRNA-Seq data from tissues with different underlying small RNA populations enables more accurate comparisons of both total and individual sRNA levels.

The relationships between sRNA levels and the abundance of either their precursors or targets are important to understand miRNA biogenesis and function. Because small RNAs and their longer RNA precursors/targets require different procedures for selection and cloning into RNA-Seq libraries, it is impossible to use relative normalization approaches to estimate the stoichiometries between sRNAs and their precursors or targets. We tested whether sRNA spike-ins together with commercially available mRNA spike-ins (ERCC spike-in mixes; LifeTech) enable cross-comparisons between sRNA-Seq and mRNA-Seq datasets. More specifically, we generated mRNA-Seq datasets from the same total RNA samples used to generate the sRNA-Seq data described above, and added ERCC spike-in mixes to the total RNA prior to mRNA-Seq library construction. 

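mRNA-Seq libraries were made from the 6 total RNA samples, 2 replicates each of Col-0 leaves, Col-0 flowers and dcl234 flowers, with ERCC transcripts added as poly(A) spike-ins. Supplementary Table 2 gives 9204152 and 9156745 genome-matching reads for leaves, 14357321 and 11836228 for Col-0 flowers, and 12193753 and 14294965 for dcl234 flowers. The authors aligned the read pairs with RSEM to TAIR10 and the ERCC sequences, and deposited TPM for 38640 genes of Araport11 and 92 ERCC transcripts. A TPM keeps no read counts, so the depth behind a single value is not known. Genes were compared with limma (with a mean-variance trend) on log2(TPM + 1), over the 19778 genes with a mean of at least 1 TPM and all 6 libraries. At an adjusted p under 0.05, 2378 genes were higher and 4932 lower in Col-0 leaves than in Col-0 flowers, and 266 were higher and 95 lower in dcl234 than in Col-0 flowers. The median gene differed by -0.31 in leaves and by 0.50 in dcl234 flowers on the log2 scale. The scaling moved these counts most. After quantile normalization, 4830 genes were higher and 4167 lower in leaves, and 106 higher and 240 lower in dcl234 flowers, with a median of 0.01 in the latter. Scaled to the summed TPM of the ERCC transcripts, 680 were higher and 747 lower in leaves, and 17398 higher and 54 lower in dcl234 flowers, with medians of 0.24 and 2.34. Fold changes in dcl234 flowers are therefore also given as the excess over the median gene.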

Strong positive correlations between relative numbers of ERCC transcripts (transcripts per kilobase million; TPM) and the known number of molecules added per µg of total RNA were observed for all six datasets having Pearson’s *r* values of at least 0.96 and *P * < 1.44 × 10^−12^ (Fig. 3a and Supplementary Fig. 3a–e). 

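Of the 92 ERCC transcripts, 33 and 32 reached 1 TPM in the Col-0 leaf replicates, 41 and 32 in the Col-0 flower replicates, and 29 and 22 in the dcl234 flower replicates. Their summed TPM was 3629 and 1792 in leaves, 4748 and 3585 in Col-0 flowers, and 1507 and 655 in dcl234 flowers. Across ERCC transcripts, Pearson's r of log10 TPM was 0.981 to 0.992 between Col-0 libraries (6 pairs), 0.992 between the dcl234 replicates, and 0.869 to 0.897 between a Col-0 and a dcl234 library (8 pairs). Transcripts of 1 library are not independent replicates. The molecules added of each ERCC transcript were not used here, so no correlation with them is given.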

We then used these relationships to generate linear models and applied these to mRNAs with TPMs ≥ 1.0 in order to estimate mRNA MPUs genome-wide in all six datasets. This allowed us to then compare mature sRNA MPUs with those from either their precursors or targets. 

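At least 1 TPM was reached by 16406 and 16623 genes in the Col-0 leaf replicates, by 18411 and 19770 genes in the Col-0 flower replicates, and by 19817 and 20236 genes in the dcl234 flower replicates. To place precursor mRNAs on the scale of molecules per µg, the lines of Fig. 3a and Supplementary Fig. 3a–e were read by eye.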

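Mature families were paired with precursor genes by name, and only families whose precursor genes summed to at least 1 TPM in a library entered, as TPM under this limit were not converted to molecules. In molecules per µg, from sRNA and ERCC standard curves read by eye, the median ratio of miRNA to precursor was 0.617 over 31 families in Col-0 leaves (1.05 and 0.790 in the replicates), 1.07 over 38 families in Col-0 flowers (1.16 and 0.922) and 0.566 over 50 families in dcl234 flowers (0.872 and 0.362). Each replicate's median runs over the families that passed the limit in that library. The ratios of single families spread from 0.00183 to 105 in Col-0 flowers. The factor from the total sRNA spike-in reads in place of the sRNA standard curve moved the medians most, to 0.132 in leaves, 0.0440 in Col-0 flowers and 0.0986 in dcl234 flowers. As RPM over TPM, with no curve, the median difference from Col-0 flowers was 1.26 on the log2 scale in leaves (replicate spread 0.80, 21 families) and 0.66 in dcl234 flowers (replicate spread 0.66, 25 families). Without Col-0 flowers replicate 2 these were 0.80 and 0.02, and without dcl234 flowers replicate 1 the latter was 0.19. On the scale of molecules from the standard curves both differences were negative (-0.94 and -1.44).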

We found that miRNA/precursor ratios were similar in Col-0 leaves, Col-0 flowers and *dcl234* flowers with respective median miRNA/precursor values of 2.1, 1.6 and 1.5 (Fig. 3b). 

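For tasiRNAs, TAS3 and TAS3b of the mRNA table were taken as the precursors of the TAS3A and TAS3B families. The median ratio of tasiRNA to precursor, in molecules per µg from the curves read by eye, was 3.69 in Col-0 leaves (7.65 and 1.78 in the replicates, 5 families) and 4.22 in Col-0 flowers (8.17 and 3.74, 6 families), and with the factor from the total sRNA spike-in reads 1.61 and 1.27. The leaf replicates lay on both sides of the Col-0 flower median. As RPM over TPM, the median difference between leaves and flowers was 0.66 on the log2 scale, within its replicate spread of 1.11 (5 families). It ranged from 0.44 without Col-0 leaves replicate 1 to 1.03 without Col-0 leaves replicate 2, and it was negative in molecules (-1.67 with the standard curves).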

The ratios between tasiRNAs and their precursors were higher, but not significantly different, than miRNA/precursor ratios in Col-0 leaves and Col-0 flowers with median tasiRNA/precursor ratios of 3.7 and 4.4, respectively (Fig. 3b). In contrast, tasiRNA precursors were more abundant than mature tasiRNA levels in *dcl234* flowers with a median of 42.4-fold more precursors than tasiRNAs (Fig. 3b). This is consistent with the known requirement of *DCL4* for tasiRNA biogenesis and the corresponding increase in tasiRNA precursor levels in *dcl234* tissues^16–18, 20, 22^.

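In dcl234 flowers, the median precursor was 40.2-fold more abundant than its tasiRNAs (25.7- and 63.1-fold in the replicates, 6 families) in molecules per µg from the curves read by eye, and 247-fold with the factor from the total sRNA spike-in reads. As RPM over TPM, which needs no curve, the median ratio was 32.8 in Col-0 flowers and 0.398 in dcl234 flowers. Family by family, the ratio fell by 7.48 on the log2 scale (replicate spread 0.81), a median of 179-fold.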

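Of the 8 TAS genes in the mRNA table, 7 passed a mean of 1 TPM, and all 7 were higher in dcl234 than in Col-0 flowers in both replicates, by 1.82- to 11.1-fold (median 4.21-fold) or 0.36 to 2.65 on the log2 scale above the median gene. TAS1C rose from 13.1 ± 4.17 to 84.2 ± 2.18 TPM (SD, n = 2 each), a log2 fold change of 2.62 (standard error 0.36, limma adjusted p = 0.00133). TAS3 rose from 11.5 ± 4.79 to 70.6 ± 3.83 TPM (SD, n = 2 each; log2 fold change 2.58, standard error 0.35, limma adjusted p = 0.00135) and TAS2 from 14.7 ± 0.184 to 51 ± 4.61 TPM (SD, n = 2 each; log2 fold change 1.73, standard error 0.33, limma adjusted p = 0.0170). TAS1A, TAS1B and TAS3b also passed the threshold, with log2 fold changes of 1.86, 1.34 and 3.15. TASIR-ARF, from 11.9 ± 4.35 to 21.8 ± 1.04 TPM (SD, n = 2 each), did not (limma adjusted p = 0.189), and passed it only when scaled to the ERCC total (log2 fold change 2.80), which raised most genes. TAS1A, TAS1B and TAS2 kept their direction but not their call after quantile normalization, at log2 fold changes of 1.51, 0.88 and 1.17, and also lost their call with a pseudocount of 0.1 TPM and with all genes above 0 tested. Over the 7 alternatives their limma adjusted p ranged from 4.61e-05 to 0.218, from 0.00504 to 0.167 and from 0.000133 to 0.128. TAS1C, TAS3 and TAS3b lost their call only with all genes above 0 tested, with limma adjusted p from 2.97e-10 to 0.0631, from 3.58e-10 to 0.0613 and from 1.45e-13 to 0.123 over the 7 alternatives. TAS4 was listed at 0 in both Col-0 flower libraries and at 0.18 and 0.15 TPM in the dcl234 flower libraries. The paper relates the shift toward precursors to the requirement of DCL4 for tasiRNA biogenesis and to the increase of tasiRNA precursors in dcl234 tissues.

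**Figure D3:**
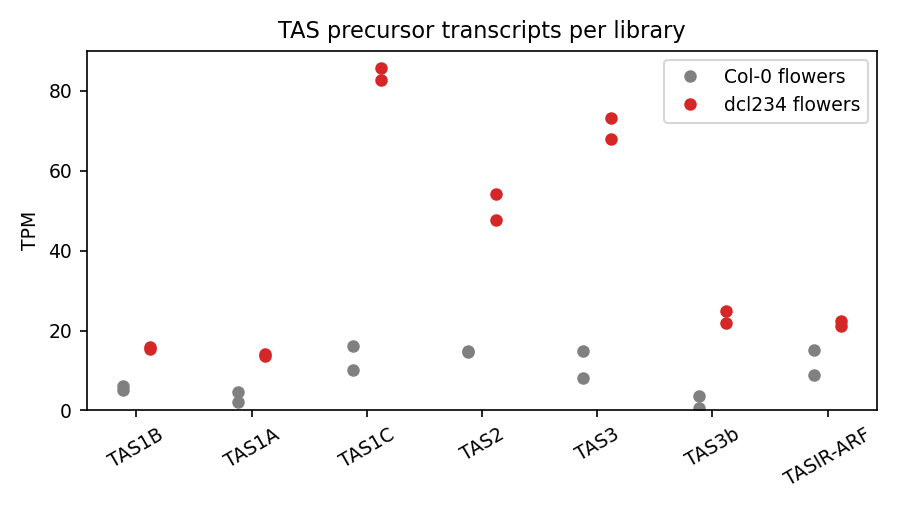
TPM of the 7 TAS genes with a mean of at least 1 TPM in Col-0 flowers and dcl234 flowers, with 1 point for each of the 2 replicates. For each gene both dcl234 replicates lie above both Col-0 replicates, with the smallest gap for TASIR-ARF.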

**Figure 3:**
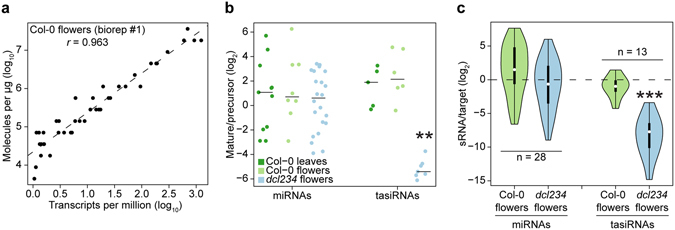
Combined use of small RNA and poly(A) RNA spike-ins allow direct comparisons of small RNA-Seq and mRNA-Seq data. (**a**) Scatter plot of relative (transcripts per million) and absolute (molecules per µg total RNA) ERCC poly(A) spike-in (LifeTech) levels. Pearson’s *r* value is indicated, as well as a dashed line that represents a linear model derived from the plotted values. (**b**) One-dimensional scatter plots of miRNA/miRNA precursor and tasiRNA/tasiRNA precursor levels in Col-0 leaves, Col-0 flowers and *dcl234* flowers. Horizontal black bars represent the median of each population. (**c**) Violin plots of miRNA/target and tasiRNA/target levels in Col-0 leaves, Col-0 flowers and *dcl234* flowers. Violin plots are as described in the Fig. 2 legend. *P* < 0.01 and *P* < 0.001 are indicated by ** and ***, respectively, and were calculated with two-sample Kolmogorov-Smirnov tests. The number (n) of miRNA:target and tasiRNA:target interactions examined is indicated.

We then investigated the stoichiometries between miRNAs and their targets genome-wide. We used publically available datasets of sRNA cleavage products (i.e. degradome datasets) from Col-0 flowers to select miRNA and tasiRNA targets^23, 24^. Ratios between miRNAs and their targets were not significantly different in Col-0 and *dcl234* flowers and had median miRNA/target values of 3.9 and 0.63, respectively. In contrast, tasiRNA/target ratios were significantly different in Col-0 and *dcl234* flowers as expected (*P* = 5.0e^−16^; two-sample Kolmogorov-Smirnov test) with respective 1.5-fold and 210.8-fold more target MPUs compared to tasiRNA MPUs (Fig. 3c). Therefore, in combination with mRNA spike-ins, sRNA spike-ins allow genome-wide estimations of precursor:sRNA and sRNA:target stoichiometries.

## Discussion

Small RNA spike-ins not only serve as useful internal controls for sRNA-Seq experiments requiring only 1–2% of the alignable reads for subsequent analyses, but can also be used to normalize sRNA-Seq data from different treatments, tissue types or research groups. 

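By Supplementary Table 1, sRNA spike-ins made up 5.14% (95% Wilson interval 5.12% to 5.15%) and 7.46% (7.44% to 7.49%) of the genome-matching reads in the Col-0 leaf replicates. They made up 1.98% (1.97% to 1.99%) and 2.00% (1.99% to 2.00%) in the Col-0 flower replicates, and 1.48% (1.47% to 1.49%) and 1.71% (1.70% to 1.72%) in the dcl234 flower replicates. These intervals cover counting error only, since PCR reads are not independent molecules. In each group the intervals of the 2 replicates did not overlap, in Col-0 flowers only narrowly (upper end 1.986% against lower end 1.988%). The group means were 6.3%, 1.99% and 1.60%.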

The absolute normalization of sRNA molecules can be essential for accurate comparisons. Moreover, sRNA spike-ins enable genome-wide estimations of precursor:sRNA and sRNA:target stoichiometries, which are important for understanding these relationships on a molecular scale. Lastly, sRNA spike-ins could be used to assess cloning biases that exist in various sRNA-Seq library generation protocols for further improvements of such methods.

## Methods

### Plant material

The *dcl234* mutants were composed of *dcl2-1*, *dcl3-1* and *dcl4-2t* alleles as previously described^17^. Plants were grown in a controlled growth chamber at 20 °C–22 °C with a 16-h light/8-h dark cycle. Col-0 leaf samples were from rosette and cauline leaves isolated from 4–6 week old plants. Unopened floral buds were either collected from the same plants as the leaf samples (Col-0 flower) or from *dcl234* plants (*dcl234* flowers) grown under identical conditions.

### sRNA spike-in design

An in-house script (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.sRNA.spike.in.design/methods.sRNA.spike.in.design.step1.py) was used to generate a matrix consisting of the proportions of base identities for miRNA positions 5–17 (counting from the 5′ end of the miRNA) of the top 50% most highly abundant miRNAs and to semi-randomly select 1000 13 nt sequences. Two hundred and fifty-two sequences that did not perfectly align to the *Arabidopsis thaliana* Col-0 genome were considered further and all 256 possible 4-base combinations were added to both the 5′ and 3′ ends making 65,536 total sequences per set. The minimum free energies of endogenous miRNAs and all 21 nt RNAs within the 252 sets of 65,536 sequences were determined using RNAfold^25^ with the options *–T 4 –noPS* with in-house scripts (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.sRNA.spike.in.design/methods.sRNA.spike.in.design.step2.endogenous.miRNAs.py) and (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.sRNA.spike.in.design/methods.sRNA.spike.in.design.step2.py), respectively. Minimum free energy distributions of endogenous miRNA and sRNA spike-in secondary structures were then examined with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/ methods.sRNA.spike.in.design/examine.MFE.distributions.R) and eight sets of 21 nt RNA sequences with distributions similar to annotated miRNAs were selected for synthesis and ordered from Integrated DNA Technologies (IDT) (Supplementary Figure 4). The mix ratios were formulated to span the dynamic range of annotated *Arabidopsis* miRNAs.

### RNA sequencing

Total RNA was isolated using TRIzol reagent (Thermo Fisher). The sRNA spike-in mix shown in Fig. 1a was diluted two-fold and added to 500 ng of total RNA prior to polyacrylamide gel size-selection of 18–75 nt RNAs followed by sRNA cloning using the NEBnext small RNA library prep kit for Illumina (NEB). ERCC spike-in mixes (LifeTech) were diluted 200-fold and 1 µl was added to 500 ng of total RNA. Ten ng of total RNA was used to generate mRNA-Seq libraries as described by Picelli *et al*.^26^. Samples were sequenced on an Illumina Hi-Seq 2500 sequencing machine in either single read 50 bp (sRNA-Seq) or paired-end read 50 bp (mRNA-Seq) modes. RNA-Seq datasets have been deposited into NCBI GEO (GSE98553).

### Data analysis

Adaptor sequences were removed from sRNA-Seq reads with (https://github.com/Gregor-Mendel-Institute/small-RNA-spike-ins/methods.data.analysis/small.RNA.Seq/sRNA_step1_var_qual.py) and the resulting FASTQ file was condensed and converting to FASTA format with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/sRNA_step2_v04.py). The adaptor-trimmed sRNA-Seq reads were then aligned to the *Arabidopsis thaliana* Col-0 genome (TAIR10) including sRNA spike-ins using the Bowtie short-read aligner^27^ with the options *–v 0 –m 100* requiring perfect matches and allowing up to 100 alignments per read (Supplementary Tables 1 and 2). Read numbers per locus were normalized for the number of times they matched the Col-0/spike-in composite genome with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/ methods.data.analysis/small.RNA.Seq/bwtToAllHits_v03.py). Reads mapping to miRNA genes, tasiRNA genes, transposons and common 13 nt sequences of the sRNA spike-ins were then grouped together with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/make_ghcsAndlDicts_slim.py), and reads mapping to miRNA and tasiRNA genes were further organized with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/ methods.data.analysis/small.RNA.Seq/miR_finder_v03.py and https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/tasiR_finder_anno_v03.py, respectively). Small RNA-Seq reads were assigned to mature miRNAs or tasiRNAs if they were 20–22 nt long and contained within ±2 nt of the sense strand of the miRNA or tasiRNA according to annotations in miRBase21^28^ and Allen *et al*.^29^, respectively. Values for individual miRNAs or tasiRNAs belonging to common families were then added together to obtain the total amount of reads for individual families. Small RNA reads which were either 20–22 nt or 23–24 nt long and overlapped either strand of TAIR10 annotated transposons (i.e. transposable elements and transposable element genes) were grouped according to the transposon that they mapped to, and are referred to as siRNAs. miRNAs, tasiRNAs, 20–22 nt siRNAs and 23–24 nt siRNAs were grouped together based on the above criteria using (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/getMirsSirsAndTas_v02.py and https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/getMirsSirsAndTas_v03.py), and the levels of miRNAs and tasiRNAs coming from each annotated precursor was quantified with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/ methods.data.analysis/small.RNA.Seq/getMirAndTasPrecursorVals.py). Python scripts were used to quantify the RPM levels for 18–30 base reads as well as the base frequencies at each position with (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/methods.data.analysis/small.RNA.Seq/getLengthVals.py).

Paired-end mRNA-Seq reads were aligned to the *Arabidopsis thaliana* Col-0 genome (TAIR10) and ERCC spike-ins using RSEM^30^ with default parameters. ERCC spike-in and Araport11^31^ transcript models were then quantified and recorded in (https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/blob/master/ methods.data.analysis/master_genes_Araport.txt).

### Statistical analysis

Statistical analyses were performed and graphics were generated with R^32^. Biological replicates were included for each sRNA-Seq and mRNA-Seq dataset, and were defined as independently acquired pooled collections of tissues from separate plants. R scripts used to generate all the figures used in this study are publicly available at https://github.com/Gregor-Mendel-Institute/sRNA-spike-ins/.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Novel small RNA spike-in oligonucleotides enable absolute normalization of small RNA-Seq data
**Source:** Sci Rep. 2017 Jul 19;7:5913. doi: 10.1038/s41598-017-06174-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**  
**Novel small RNA spike-in oligonucleotides enable absolute normalization of  
small RNA-Seq data**

**Stefan Lutzmayer, Balaji Enugutti and Michael D. Nodine**

## Supplementary figures

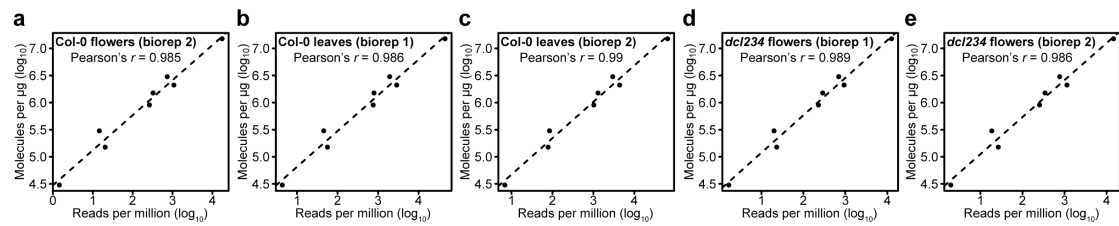

**Supplementary Figure 1 | Linear relationships between the number of reads sequenced and amount of sRNA spike-in oligos added to each sample.** Scatter plot of relative small RNA spike-in levels (reads per million genome-matching reads) compared to absolute small RNA levels (molecules per  $\mu\text{g}$  of total RNA) in Col-0 flowers (biological replicate 2) (**a**), Col-0 leaves (biological replicates 1 and 2) (**b** and **c**) and *dcl234* flowers (biological replicates 1 and 2) (**d** and **e**). Pearson's  $r$  values are indicated, as well as dashed lines that represent linear models derived from the plotted values.

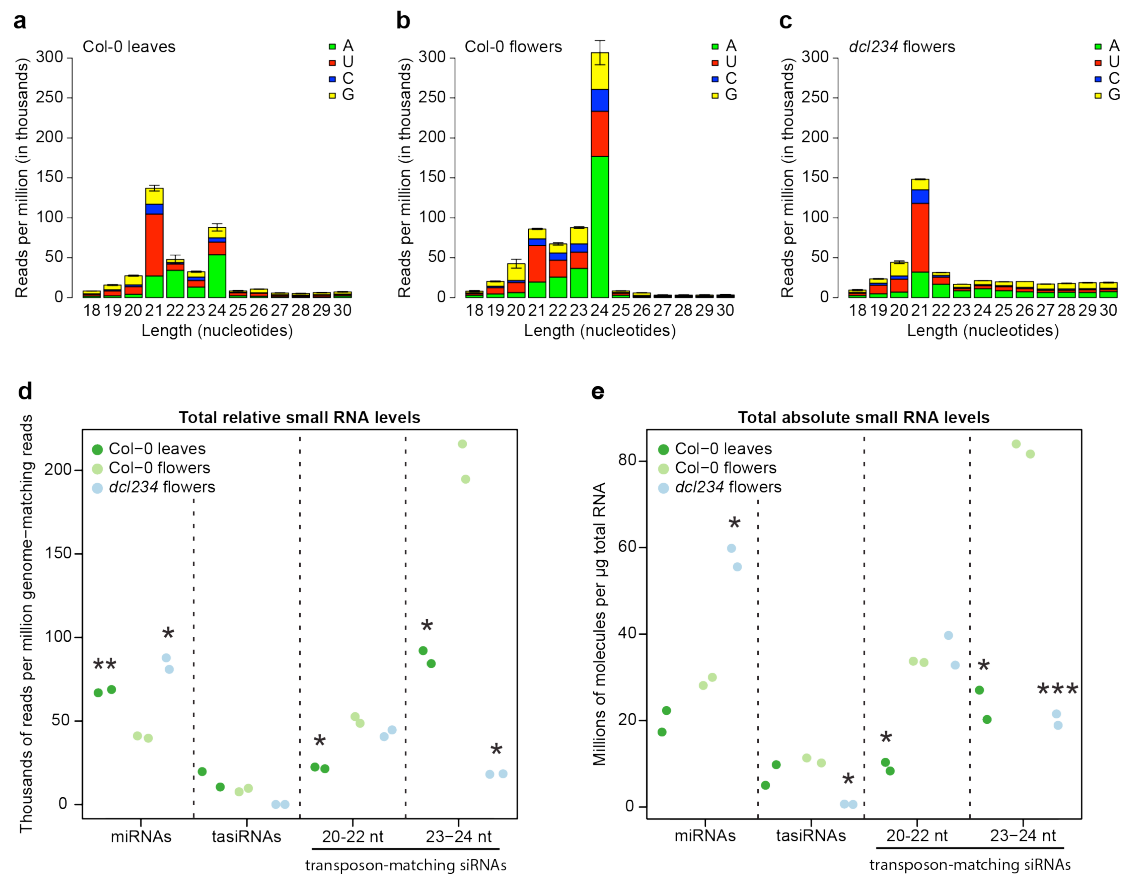

**Supplementary Figure 2 | Length distributions and quantification of small RNA populations.** (a - c) Stacked bar plots of RPMs for different size classes of sRNAs in Col-0 leaves (a), Col-0 flowers (b) and *dcl234* flowers (c). Colors indicate the proportion of sRNA-Seqs that begin with the indicated nucleotides. Error bars indicate the standard error of the mean based on two biological replicates. (d and e) One-dimensional scatter plots of miRNA, tasiRNA, 20-22 nt siRNA and 23-24 nt siRNA levels in relative units (thousands of reads per million genome-matching reads) (d) or absolute units (millions of molecules per  $\mu$ g total RNA) (e) in Col-0 leaves, Col-0 flowers and *dcl234* flowers. Two-sample Student's t-tests were used to determine p-values in (d and e), and  $P < 0.05$ ,  $P < 0.01$  and  $P < 0.001$  are indicated by \*, \*\* and \*\*\*, respectively.

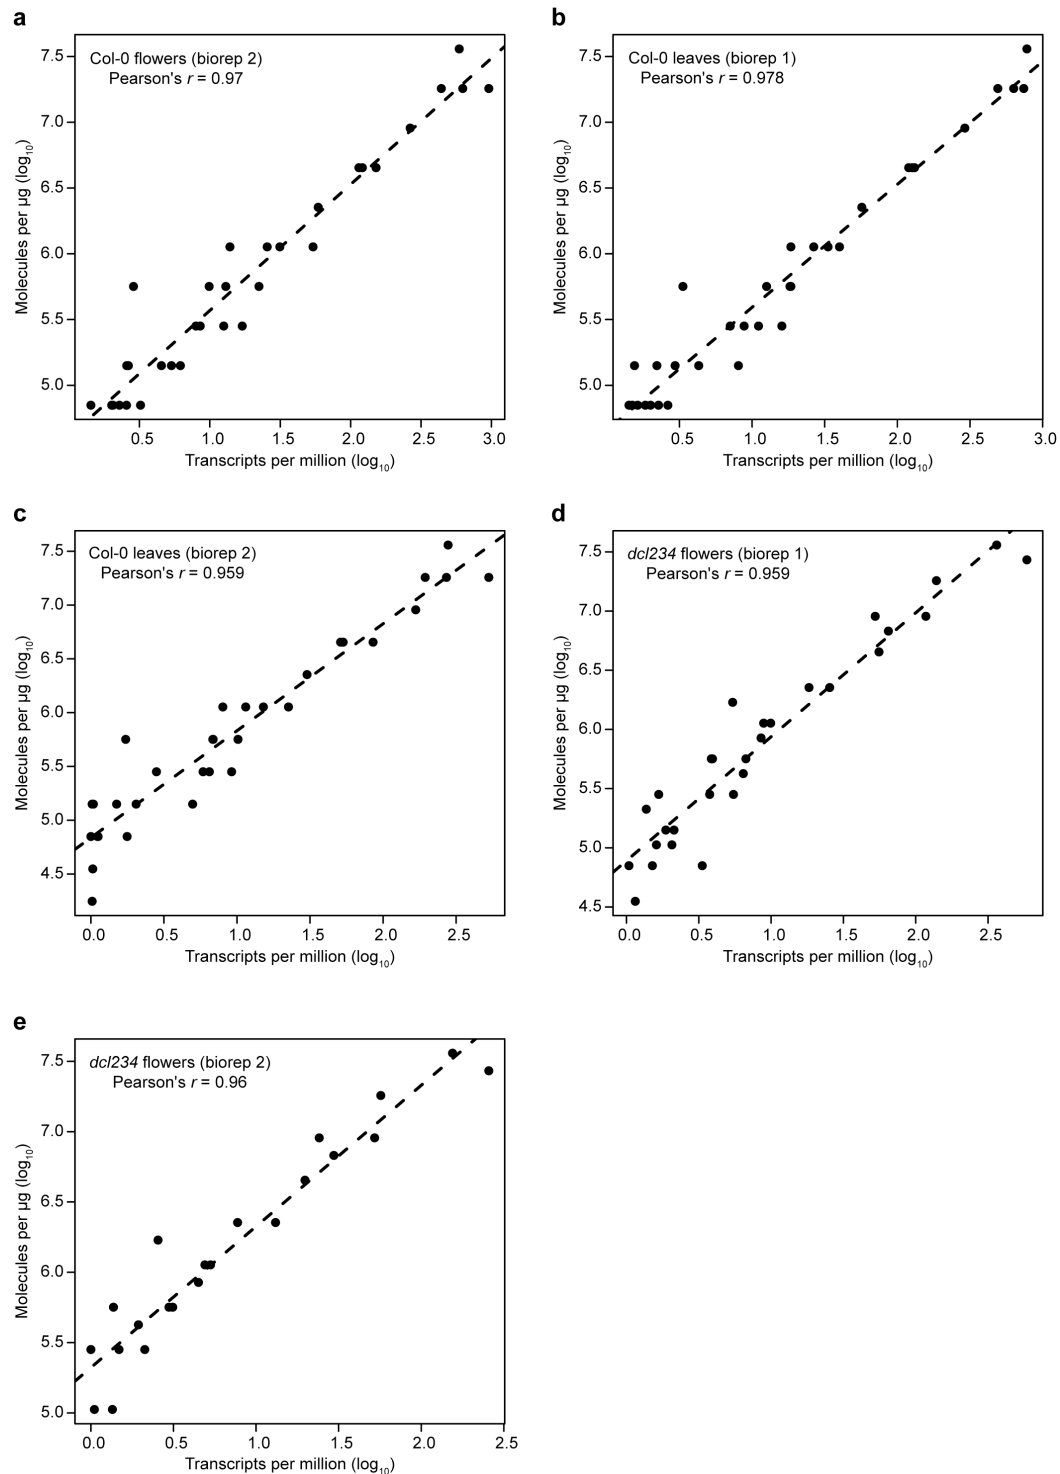

**Supplementary Figure 3 | Standard curves used to estimate the number of mRNA molecules per  $\mu\text{g}$  of total RNA.** Scatter plots of relative (transcripts per million) and absolute (molecules per  $\mu\text{g}$  total RNA) ERCC poly(A) spike-in levels for mRNA-Seq libraries generated from wild-type (Col-0) flowers (biological replicate 1) (**a**), Col-0 leaves (biological replicates 1 and 2) (**b** and **c**) and *dcl234* flowers (biological replicates 1 and 2) (**d** and **e**). Pearson's  $r$  values are indicated, as well as dashed lines that represent linear models derived from the plotted values.

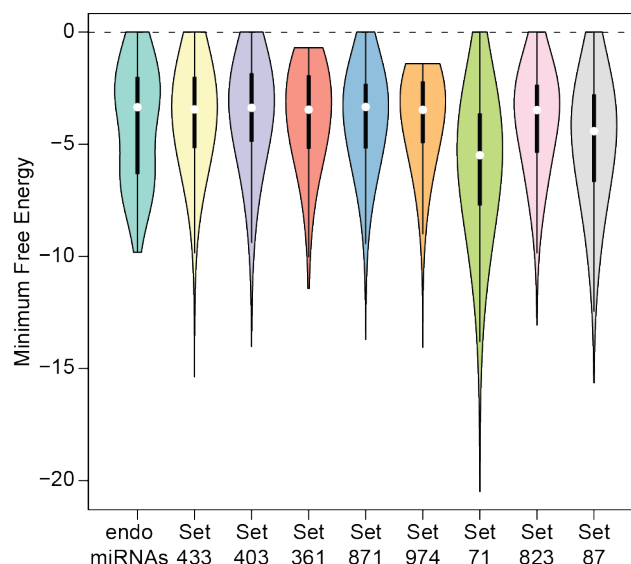

**Supplementary Figure 4 | Minimum free energy distributions of endogenous miRNAs and sRNA spike-in secondary structures.** Minimum free energy distributions for the secondary structures of the top 50% expressed endogenous miRNAs (endo miRNAs) and eight sets of semi-randomly generated oligonucleotide sequences (Sets) that were chosen as sRNA spike-ins.

**Supplementary tables**

**Supplementary Table 1 | Statistics for sRNA-Seq libraries**

| Library <sup>a</sup>               | Col-0 leaf #1 | Col-0 leaf #2 | Col-0 flowers #1 | Col-0 flowers #2 | <i>dcl234</i> flowers #1 | <i>dcl234</i> flowers #2 |
|------------------------------------|---------------|---------------|------------------|------------------|--------------------------|--------------------------|
| Genome-matching reads <sup>b</sup> | 8,786,408     | 4,062,090     | 13,243,396       | 13,755,078       | 10,164,548               | 8,590,559                |
| sRNA spike-in matching reads       | 451,446       | 303,113       | 261,989          | 274,476          | 150,279                  | 147,114                  |
| % sRNA spike-in reads              | 5.14%         | 7.46%         | 1.98%            | 1.99%            | 1.48%                    | 1.71%                    |

<sup>a</sup> #1 and #2 indicate biological replicates 1 and 2, respectively

<sup>b</sup> genome-matching reads also include the number of reads that map to either ERCC or sRNA spike-ins

**Supplementary Table 2 | Statistics for mRNA-Seq libraries**

| <b>Library<sup>a</sup></b>                | <b>Col-0 leaf<br/>#1</b> | <b>Col-0 leaf<br/>#2</b> | <b>Col-0<br/>flowers #1</b> | <b>Col-0<br/>flowers #2</b> | <b><i>dcl234</i><br/>flowers #1</b> | <b><i>dcl234</i><br/>flowers #2</b> |
|-------------------------------------------|--------------------------|--------------------------|-----------------------------|-----------------------------|-------------------------------------|-------------------------------------|
| Genome-<br>matching<br>reads <sup>b</sup> | 9,204,152                | 9,156,745                | 1,4357,321                  | 11,836,228                  | 12,193,753                          | 14,294,965                          |
| mRNA<br>spike-in<br>matching<br>reads     | 19,072                   | 8,199                    | 29,000                      | 21,057                      | 10,354                              | 5,391                               |
| % mRNA<br>spike-in<br>reads               | 0.21%                    | 0.09%                    | 0.20%                       | 0.18%                       | 0.08%                               | 0.04%                               |

<sup>a</sup> #1 and #2 indicate biological replicates 1 and 2, respectively

<sup>b</sup> genome-matching reads also include the number of reads that map to ERCC spike-ins

How the deposited data were processed for this re-analysis (not part of the article)

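Small RNA and mRNA levels were compared between Col-0 leaves, Col-0 flowers and dcl234 flowers of Arabidopsis, with 2 biological replicates per group, giving 6 sRNA-Seq and 6 mRNA-Seq libraries made from the same total RNA samples. All deposited columns per sample were used.

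For sRNA-Seq, the authors trimmed adapters, aligned reads to TAIR10 and the sRNA spike-in sequences with Bowtie without mismatches, divided reads among their loci for miRNAs and tasiRNAs, and deposited RPM, with sRNA spike-ins included among the genome-matching reads. Between 4062090 and 13755078 genome-matching reads per library, as given in Supplementary Table 1, stand behind these values. For mRNA-Seq, the authors aligned read pairs to TAIR10 and the ERCC sequences with RSEM, quantified the transcript models of Araport11 and the ERCC transcripts, and deposited TPM per gene for 38640 genes and 92 ERCC transcripts. Supplementary Table 2 gives between 9156745 and 14357321 genome-matching reads per library. The 2 siRNA tables are named for the 21-nt and the 24-nt class. The names could not be matched with certainty to the classes of the paper, so each table is called by its name.

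Relative levels are the RPM and TPM as deposited. Absolute levels of sRNAs are RPM multiplied by 1 factor per library, computed from the 38.3 amol of sRNA spike-ins added per µg of total RNA and the sRNA spike-in reads of Supplementary Table 1. The RPM of the single sRNA spike-ins, the lines of the ERCC standard curves and the class totals of Supplementary Fig. 2 are not in the tables and were read by eye to at most 2 significant digits. The sRNA spike-ins were read before the data were examined and the ERCC lines and class totals afterwards. Values from these readings carry the error of the reading. Molecules of precursors rest on the ERCC lines and were computed only for precursors with at least 1 TPM. Mature families were paired with precursor genes by name, with TAS3 and TAS3b of the mRNA table taken for TAS3A and TAS3B.

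Single miRNA families were compared with limma on log2(RPM + 1), for the 93 families with at least 1 RPM in each of the 6 libraries. A family was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. Genes were compared with limma with a mean-variance trend on log2(TPM + 1), for the 19778 genes with a mean of at least 1 TPM, and called at an adjusted p under 0.05. All 6 libraries entered each model. Distributions of families were compared with the exact two-sample Kolmogorov-Smirnov test on group means, with Benjamini-Hochberg adjustment over 16 tests. With 2 replicates per group, totals were compared by their spread and by exact permutation. The values of miRNAs and tasiRNAs are not whole reads, so no count test was run on them. Those of the siRNA tables are nearly all whole multiples of 1 read, and edgeR was run on the recovered reads. Reads counted at several transposons are not independent.

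The comparisons, filters, thresholds, most alternatives and the rule for naming genes were chosen before the data were examined. The alternatives were another pseudocount (0.1), looser and stricter filters, only the 4 libraries of a contrast, a replicate block, the paper's calling rule, other scalings (miRNA total, standard curve, slope 1, quantile normalization, ERCC total) and leaving out each replicate in turn. The other forms of the paper's two-sample test, the tests per transposon, edgeR, the exchange of the siRNA tables and 3 of the 4 ways of averaging ERCC transcripts were chosen after the data were seen. By the rule, the text names the 3 called miRNA families with the largest rise and the 3 with the largest fall per contrast and unit whose groups do not overlap, all TAS genes and DCL1 to DCL4, the 5 called genes with the largest rise and the 5 with the largest fall in dcl234 flowers, and the 2 transposons with the largest rise and the 2 with the largest fall in each siRNA table. The rule was written for the 23–24 nt class and applied to both tables because the size class is unsettled. Precursor genes with names in the reference annotation (TAIR10.1) were found by symbol.

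The limma models and edgeR were tested on simulated data with known changes. The limma model of TPM recovered 98 of 200 changed genes among 19778 (49.0%) with 2 false calls, that of miRNA families 29 of 30 among 93 with 0, that of transposons 189 of 200 among 7625 with 8, and edgeR 200 of 200 with 8. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, R 4.3.3, limma 3.58.1 and edgeR 4.0.16. Lists of miRNA targets (53 gene symbols) and of tasiRNA targets (3 gene symbols) were written before their levels were seen. Predicted targets from degradome data, the amounts of single ERCC transcripts and the raw reads were not used here.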

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

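The tests that use quantile normalization were chosen only after the result was seen, and the first of them was split into 3 parts after its outcome was known.

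The paper uses the mRNA-Seq libraries for precursors, targets and spike-ins and reports no comparison of all genes, so the genes called between dcl234 and Col-0 flowers were looked at more closely. limma on log2(TPM + 1) called 266 genes higher and 95 lower in dcl234 flowers among 19778, with the median gene 0.50 higher on the log2 scale. Without the 33 RNAs that pass 0.5% of a library, the median was -0.081, so a smaller share of a few abundant RNAs in the dcl234 libraries may account for the shift of the median. These RNAs held 58.5% and 40.4% of the Col-0 flower libraries and 25.4% and 16.1% of the dcl234 flower libraries. Whether that share differs between the plants or arose in library preparation cannot be told from 2 libraries per group.

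After quantile normalization, 30.6% of the called genes were higher in dcl234 flowers, against 73.7% in TPM. This normalization gives every library the same distribution and so removes such an excess whatever its reason, and the reason for the excess stays open. An unequal share of abundant RNAs that shifts all genes is excluded as the whole reason for the calls, since 179 of the 361 genes (49.6%) kept their call and direction. For the 182 genes that lost their call the shift and their nearness to the threshold cannot be told apart, since the spread between replicates changes with the scaling too.

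The genes near the insertions do not account for the calls. Among 321 tested genes within 100 genes on either side of DCL2, DCL3 and DCL4, 5 were called where 5.86 are given by their share, a ratio of 0.853. Short RNAs do not account for all calls either. Of the 338 called genes with a length in the annotation, 55.9% are 1000 nt or longer, against 88.5% of the tested genes, so short RNAs are over-represented and not the whole. Of the 361 called genes, 233 are protein-coding, 46 are lncRNAs and 23 are snoRNAs. In 75 of the 361, all libraries of 1 group are listed at 0. A difference between plant lines other than the 3 mutations, and a difference between library batches, were not tested.

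AT2G01422, annotated as ncRNA, was at 0.87 and 2.84 TPM in Col-0 flowers and at 217 and 254 TPM (mean 236 TPM) in dcl234 flowers, a log2 fold change of 6.46 (limma adjusted p = 5.02e-07, from 9.10e-68 to 0.0124 over 7 alternatives). AT1G64795 was listed at 0 in both Col-0 flower libraries and was at 72.5 and 69.8 TPM (mean 71.1 TPM) in dcl234 flowers (limma adjusted p = 1.71e-07, from 3.04e-52 to 0.0123 over 7 alternatives). Both were called under each of the 7 alternatives, quantile normalization included, so no scaling tried removes them. Reads shared with related genes and sequence variants between the lines were not tested for either gene, and no biological explanation was tested.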

How the results depend on the processing

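The other forms of the paper's two-sample test, alone or with the standard curve, were chosen only after the result was seen.

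In all, 108 results were recomputed under 810 alternative settings, 236 of them with 1 library left out, and 647 kept their direction and their side of the threshold or stayed within their spread. The values of 116 others are given below singly or as ranges. Among the rest, 37 became weaker and 2 stronger, and 8 moved, 4 of them with 1 library left out. For the changes below the cause was not tested unless the setting itself shows it. Leaving out 1 library for counts of calls, and a count test on miRNA reads, were not run, the first because 1 library is left in a group and the second because the values are not whole reads.

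With the standard curve read by eye, spike-in-scaled ratios of dcl234 to Col-0 flowers changed from 2.5 to 1.97 for total miRNA, from 0.0212 to 0.0684 for total tasiRNA, from 0.106 to 0.255 for the siRNA table named 21 and from 0.98 to 1.11, a reversal, for the table named 24. The ratios of leaves to flowers changed from 0.147 to 0.311 for the table named 21 and from 0.124 to 0.271 for the table named 24. A slope under 1 compresses ratios by construction. With the curve applied per family and then summed, the 6 ratios in the same order were 1.70, 0.0771, 0.162, 0.713, 0.234 and 0.212. With slope 1, total miRNA in dcl234 was at 1.84, total tasiRNA at 0.0157, the table named 21 at 0.0779 and the table named 24 at 0.722. The median log2 ratio over miRNA families in dcl234 fell from 1.65 to 0.69 with the standard curve (exact Kolmogorov-Smirnov p = 0.178, n = 93 families) and to 1.21 with slope 1 (exact p = 0.0612, n = 93 families). The median over tasiRNAs in leaves moved from -0.61 to -0.64 with a mean of at least 1 RPM and pseudocount 1 RPM (exact p = 0.00418, n = 72 families), where more families are tested.

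Leaving out each library in turn, the scaled total of the table named 24 in dcl234 ranged from 0.857 to 1.10 times that in Col-0 flowers, above 1 without dcl234 flowers replicate 2 (1.10) or Col-0 flowers replicate 2 (1.03), and its median log2 ratio from -0.34 to 0.014, above 0 without dcl234 flowers replicate 2. The median over tasiRNAs in dcl234 ranged from -5.86 to -5.65 in RPM and from -5.55 to -5.32 spike-in-scaled. In leaves the scaled median over tasiRNAs was -1.22 without Col-0 leaves replicate 1 and -0.18 without Col-0 leaves replicate 2. The median over all genes ranged from 0.25 (without Col-0 flowers replicate 1) to 0.74 (without Col-0 flowers replicate 2) in dcl234 and from -0.56 to -0.05 without the same libraries in leaves. In dcl234, DCL1 was at 0.05, DCL4 at -0.46 and TASIR-ARF at 0.51 without Col-0 flowers replicate 1, and DCL1 at 0.41, DCL2 at -0.41 and DCL4 at -0.07 without Col-0 flowers replicate 2.

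The miRNA families called higher and lower were 38 and 13 (leaves, RPM), 53 and 6 (dcl234, RPM), 11 and 48 (leaves, scaled) and 61 and 3 (dcl234, scaled). With a mean of at least 1 RPM, 34 were lower in leaves and 13 in dcl234 in RPM, and scaled 19 were higher and 90 lower in leaves and 97 higher and 7 lower in dcl234. With no filter, 35 were lower in leaves in RPM, and scaled 19 were higher and 205 lower in leaves and 113 higher and 11 lower in dcl234. More families are tested in both settings. Scaled to the miRNA total, 25 were higher and 25 lower in leaves, and 15 higher and 11 lower in dcl234. With the standard curve, 5 were higher in leaves and 24 in dcl234, and with slope 1, 6 were lower in dcl234. With only the 4 libraries of the contrast, 6 were lower in dcl234, scaled. The paper states that the Col-0 buds shared their plants with the leaf samples, but it does not tie replicates by number. The correlation of replicate deviations between leaves and Col-0 flowers was -0.25 for miRNAs, -0.30 for tasiRNAs and 0.034 for mRNAs. No pairing by number was seen, so the replicate block is a check only. With it, 4 miRNA families were lower in dcl234, scaled.

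With the paper's rule, equal variances, 25 were higher in leaves in RPM and 2 lower in dcl234 in RPM, and scaled 1 was higher and 31 lower in leaves and 0 lower in dcl234. With unequal variances, 13 were higher and 6 lower in leaves and 31 higher and 0 lower in dcl234 in RPM, and scaled 0 were higher and 14 lower in leaves and 26 higher and 0 lower in dcl234. With log2 values, 1 was lower in dcl234 in RPM, and scaled 6 were higher and 31 lower in leaves and 0 lower in dcl234. With log2 values and unequal variances, 23 were higher and 3 lower in leaves and 32 higher and 0 lower in dcl234 in RPM, and scaled 1 was higher and 18 lower in leaves and 37 higher and 0 lower in dcl234. With the standard curve and the paper's rule, 1 was higher in leaves, and 24 higher and 1 lower in dcl234. With unequal variances as well, 0 were higher and 18 lower in leaves, and 14 higher and 0 lower in dcl234. With log2 values, 2 were higher in leaves, and 28 higher and 1 lower in dcl234. With both, 0 were higher and 20 lower in leaves, and 21 higher and 1 lower in dcl234.

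For mRNAs, 266 genes were higher and 95 lower in dcl234. These counts were 63 and 22 with pseudocount 0.1 TPM, 67 and 20 for all genes above 0, 741 and 161 with a mean of at least 5 TPM, 1069 and 312 with only the 4 libraries of the contrast, 722 and 236 with the replicate block, 106 and 240 after quantile normalization, and 17398 and 54 scaled to the ERCC total. In leaves, 3266 were lower with a mean of at least 5 TPM, where fewer genes are tested, 4830 were higher after quantile normalization with a median of 0.073, and 680 were higher and 747 lower scaled to the ERCC total with a median of 0.24, which reverses the sign of the median under both. After quantile normalization, DCL1 was at 0.17 in leaves and -0.18 in dcl234 and DCL2 at 0.010 in leaves. Scaled to the ERCC total, DCL2 was at 0.76 and DCL4 at 1.38 in dcl234, both under the median gene (2.34) of this scaling, which moves all genes alike. Each of these signs is the reverse of that in TPM.

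The log2 difference of miRNA per precursor between leaves and flowers moved from 1.26 to 0.13 with no limit on TPM, to -0.94 in molecules by the standard curve and ERCC lines, and to -1.14 by the total spike-in factor. That of dcl234 moved from 0.66 to -1.44 and -0.77. That of tasiRNAs in leaves moved from 0.66 to -1.67 and -1.79, and in dcl234 from -7.48 to -9.39 by the factor. Both scales of molecules rest on readings by eye.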

Differences from the paper's values

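The forms of the paper's two-sample test other than that with equal variances on the values were chosen only after the result was seen, and so was the reading of the siRNA tables with exchanged names. Values read by eye from figures have at most 2 significant digits. Below, a value within 1.5-fold of the paper's value or figure is said to be within its range or to close the gap. The paper itself gives no such range.

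For total miRNA in leaves against flowers, the paper gives P = 0.0032 in RPM, and the paper's two-sample test with equal variances gave 0.00721. Of the alternatives set before the data were examined, RPM without the spike-in reads in the denominator gave 0.00281, within the range of the paper's value, and families with at least 1 RPM in each library gave 0.00712, outside it. In absolute terms the paper gives P = 0.13 and the same test gave 0.0529 with the total spike-in factor. The standard curve, set before the data were examined, gave 0.0926, within 1.5-fold of the paper's value but not equal to it. The other alternatives did not close the gap, with 0.0684 for the curve per family then summed, 0.0479 for slope 1 and 0.0530 for families with at least 1 RPM in each library. With unequal variances, chosen after seeing the values, the P in RPM were 0.0195 with the spike-in reads and 0.00314 without them. In absolute terms they were 0.139 with the factor, 0.140 for families with at least 1 RPM, 0.183 and 0.169 with the standard curve on the total and per family, and 0.122 with slope 1.

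For total tasiRNA in dcl234 against Col-0 flowers, the paper gives P = 0.08 in RPM and P = 0.04 in absolute terms, and the paper's two-sample test with equal variances gave 0.0136 and 0.0128. No alternative set before the data were examined closed the gap. In RPM these gave 0.0137 without the spike-in reads in the denominator and 0.0157 for families with at least 1 RPM in each library. In absolute terms they gave 0.0148 for these families, 0.00173 with the standard curve, 0.000114 with the curve per family then summed and 0.00421 with slope 1. With unequal variances, chosen after seeing the values, the P in RPM were 0.0748, 0.0748 without the spike-in reads and 0.0804 for families with at least 1 RPM. In absolute terms they were 0.0723 with the factor, 0.0779 for these families, 0.0251 and 0.0030 with the standard curve on the total and per family, and 0.0413 with slope 1.

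For total miRNA in the same contrast the paper gives P = 0.04 in RPM and P = 0.02 in absolute terms, against 0.00551 and 0.00417 here with equal variances. No alternative set before the data were examined closed either gap. In RPM these gave 0.0059 without the spike-in reads and 0.00546 for families with at least 1 RPM in each library. In absolute terms they gave 0.0042 for these families, 0.00144 and 0.00153 with the standard curve on the total and per family, and 0.00247 with slope 1. With unequal variances, chosen after seeing the values, the P in RPM were 0.0286, 0.0306 without the spike-in reads and 0.0286 for families with at least 1 RPM. In absolute terms they were 0.0337 with the factor, 0.0340 for these families, 0.0020 and 0.0151 with the standard curve on the total and per family, and 0.00248 with slope 1.

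The paper gives a Kolmogorov-Smirnov P of 0.0041 for the absolute levels of miRNA families in leaves against flowers, and the exact p was 0.0268 here (n = 93 families). The standard curve and slope 1 each gave 0.0108, and a mean of at least 1 RPM with pseudocount 1 RPM gave 6.36e-07, so none closed the gap. For tasiRNAs in dcl234 flowers in absolute terms, the paper gives P = 0.00016, and the exact p was 0.00102 here (n = 14 families). The standard curve and slope 1 each gave 0.000163. A mean of at least 1 RPM with pseudocount 1 RPM gave 3.97e-14.

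In RPM, the paper reports 13 miRNA families increased and 6 decreased in leaves, against 38 and 13 called by limma. None of the alternatives set before the data were examined closed the gap, and the paper's rule with equal variances gave 25 and 10. With unequal variances, chosen after seeing the values, the paper's rule gave 13 and 6. With log2 values it gave 31 and 10, and with log2 values and unequal variances 23 and 3, both chosen after seeing the values.

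In absolute terms, the paper reports 0 families increased and 19 decreased in leaves, against 11 and 48 called by limma with the total spike-in factor. Of the alternatives set before the data were examined none closed the gap, with 5 and 43 for the standard curve and 1 and 31 for the paper's rule. Chosen after seeing the values, the paper's rule gave 0 and 14 with unequal variances, 6 and 31 with log2 values, and 1 and 18 with log2 values and unequal variances. Together with the standard curve, also chosen after seeing the values, the 4 forms gave 1 and 33 (equal variances), 0 and 18 (unequal variances), 2 and 32 (log2 values) and 0 and 20 (log2 values and unequal variances).

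In dcl234 flowers, the paper reports 35 miRNA families increased in RPM and 16 in absolute terms, against 53 and 61 called by limma. In RPM, the paper's rule with equal variances gave 47, within 1.5-fold of the paper's count. The other alternatives set before the data were examined gave between 15 and 75. The other forms of the rule, chosen after seeing the values, gave 31 (unequal variances), 46 (log2 values) and 32 (log2 values and unequal variances). In absolute terms, the standard curve gave 24, at 1.5-fold of the paper's count, and the other alternatives set before the data were examined gave between 49 and 113. The paper's rule gave 26, 55 and 37 in its other forms with the factor, and 24, 14, 28 and 21 in its 4 forms with the standard curve, all chosen after seeing the values.

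For the median ratio of miRNA to precursor the paper gives 2.1 in leaves and 1.5 in dcl234 flowers, against 0.617 and 0.566 here in molecules by the standard curve and ERCC lines, both read by eye. With the total spike-in factor they were 0.132 and 0.0986, so no alternative closed the gap. The molecules of single precursors that the paper used are not analysed here.

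The paper gives the sRNA spike-in reads as up to 2% of genome-matching reads, and Supplementary Table 1 gives a mean of 6.3% in leaves. No alternative applies to this share.

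The scatter plots of Supplementary Fig. 2d show 20–22 nt siRNAs at about 22 kRPM in leaves, about 51 kRPM in Col-0 flowers and about 43 kRPM in dcl234 flowers, against 429, 960 and 81.0 kRPM in the table named for the 21-nt class. They show 23–24 nt siRNAs at about 18 kRPM in dcl234 flowers, against 209 kRPM in the table named for the 24-nt class. In leaves and Col-0 flowers the table named for the 24-nt class, as named, was at 1.2 and 1.3 times the figure. No alternative set before the data were examined applies to these totals. With the names of the tables exchanged, chosen after seeing the values, the totals were 4.7, 5.3 and 4.9 times those of the figure for the 20–22 nt class and 4.9, 4.6 and 4.5 times those for the 23–24 nt class, so the gap became similar in all groups and did not close, and for the 23–24 nt class in leaves and Col-0 flowers the exchange opened a gap. For Supplementary Fig. 2e with the standard curve, the totals as named were 7.5, 6.6 and 1.6 times those of the figure for the 20–22 nt class and 1.1, 1.2 and 5.5 times those for the 23–24 nt class. Exchanged, also chosen after seeing the values, they were 2.9, 2.9 and 3 times and 2.9, 2.7 and 2.8 times. With the total spike-in factor the exchanged totals were 4.2, 9.1 and 8.5 times and 6.8, 13 and 5.9 times those of the figure.

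Supplementary Fig. 2e shows, read by eye, total miRNA at about 29 M molecules per µg in Col-0 flowers and about 58 M in dcl234 flowers, against 55.5 and 139 M with the total spike-in factor. The standard curve gave 32.3 and 63.5 M, within the range of the figure, and slope 1 gave 247 and 455 M. It shows total tasiRNA in dcl234 flowers at about 0.6 M, against 0.228 M, and here the standard curve (0.765 M) and slope 1 (0.748 M) lay within its range. For 20–22 nt siRNAs it shows about 9.3 M in leaves, about 34 M in Col-0 flowers and about 36 M in dcl234 flowers, against 164, 1114 and 118 M in the table named for the 21-nt class. The standard curve gave 69.4, 223 and 56.8 M and slope 1 gave 648, 4957 and 386 M, so none closed the gap. For 23–24 nt siRNAs it shows about 24 M, about 83 M and about 20 M, against 38.6, 311 and 305 M in the table named for the 24-nt class. The standard curve gave 26.6 and 97.9 M in leaves and Col-0 flowers, within the range of the figure, and 109 M in dcl234 flowers, outside it, and slope 1 gave 152, 1383 and 998 M.

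In Supplementary Fig. 2d the 23–24 nt class falls more in dcl234 flowers than the 20–22 nt class, whereas the table named for the 21-nt class fell 11.9-fold and the table named for the 24-nt class 1.28-fold.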

Other observations

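The tests on the names of the siRNA tables, on the form of the two-sample test and on the ERCC profile were chosen only after the result was seen.

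The total of the siRNA table named for the 21-nt class was 11.9-fold lower in dcl234 than in Col-0 flowers, and that of the table named for the 24-nt class 1.28-fold lower. A candidate explanation is that the names of the 2 tables are exchanged, since the loss of DCL3 lowers 23–24 nt siRNAs. The fold falls are the pattern itself and do not decide this. Set beside Supplementary Fig. 2d, read by eye, the totals as named were between 1.2 and 19 times those of the figure, nearest for the table named for the 24-nt class in leaves and Col-0 flowers. With the names exchanged they were between 4.5 and 5.3 times those of the figure in each class and group, and with the standard curve between 2.7 and 3 times those of Supplementary Fig. 2e, but between 4.2 and 13 times with the total spike-in factor. An exchange alone leaves this excess unaccounted for, and whether reads counted at several transposons give it was not tested. The length of the reads behind each table is not analysed here, so the names remain open. In the table named for the 21-nt class, AT2TE52215 fell most, from 357 and 466 RPM in Col-0 flowers to 1.77 and 2.10 RPM, followed by AT4TE47270, from 125 and 118 RPM to 1.28 and 1.63 RPM. AT5TE70675 rose most, from 3.32 and 2.11 RPM to 10.3 and 11.9 RPM, followed by AT5TE16185, from 9.74 and 10.3 RPM to 34.3 and 36.1 RPM.

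The ERCC profile of the dcl234 libraries differed from that of the Col-0 libraries, with an SD of the log2 ratio of 1.2 over the 22 ERCC transcripts with at least 1 TPM in all libraries, against 0.30 between leaves and Col-0 flowers. Sampling error at low levels is excluded as the whole reason, since the 6 ERCC transcripts with a mean of at least 100 TPM had an SD of 1.39. Another mix of ERCC transcripts in the dcl234 samples stays open, since the test did not use the amount of each transcript in a mix and so could not decide. The spread around 4 levels lay at percentile 2.8 of normal values, and at 0.8, 9.8 and 15.2 with the other 3 ways of averaging, so 1 of 4 lay under 2.5. The ERCC transcripts made up 0.207% (95% Wilson interval 0.204% to 0.210%) and 0.0895% (0.0876% to 0.0915%) of the reads in leaves, 0.202% (0.200% to 0.204%) and 0.178% (0.176% to 0.180%) in Col-0 flowers, and 0.0849% (0.0833% to 0.0866%) and 0.0377% (0.0367% to 0.0387%) in dcl234 flowers. Scaling to their summed TPM, and not to this share of reads, multiplies all TPM of a library by the same factor. No biological explanation was tested.

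Total miRNA was higher in dcl234 flowers, and the list of 53 long-known miRNA targets was looked at for a fall relative to other genes. The median log2 fold change of 52 tested targets was 0.42, at percentile 10.57 of 10000 random lists matched on mean expression (median 0.49). Of these targets, 51 were higher and 1 lower in dcl234 flowers in TPM, and 0 were called. The 8 at an unadjusted p under 0.05 were all higher. The list lay lower than most random lists and within their range, so a small fall is neither shown nor excluded. For ARF2, ARF3 and ARF4, targets of tasiRNAs, the median was 1.01 against 0.53 in random lists, at percentile 98.13, with ARF4 called (limma adjusted p = 0.0341). The loss of tasiRNAs may raise these mRNAs, a hypothesis that rests on 3 genes.

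Of the 13 miRNA families called lower in leaves in RPM, 10 were higher in leaf replicate 2 than in leaf replicate 1, with a median log2 ratio of 0.95, against 14 of the 38 families called higher, with a median of -0.10. RNA of floral buds in leaf replicate 2 is excluded as a source by the mRNAs. Of 106 mRNAs at least 16-fold higher in flowers, 27 were higher in leaf replicate 2, and their median log2 ratio of -0.31 lay at percentile 0 of random lists matched on leaf level (explanation tested: leaf replicate 2 holds some RNA of floral buds). A difference between the plants stays open and was not tested.

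The form of the two-sample test with unequal variances gave the paper's counts in leaves in RPM, 13 families higher and 6 lower. It gave 31 families higher in dcl234 flowers in RPM, against the paper's 35, where equal variances gave 47. So it does not give every count of the paper, but the gap is too small to exclude it. Which form the paper used stays open.

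Among the genes with the largest changes in dcl234 flowers were also ATCG00840, at 0.04 and 0.25 TPM in Col-0 flowers and 505 and 279 TPM in dcl234 flowers (limma adjusted p = 0.0118, from 4.54e-115 to 0.259 over 7 alternatives). It was at 0.23 and 260 TPM in the leaf replicates, so its level also differs between replicates of 1 group. The others were AT2G20722, a snoRNA listed at 0 in Col-0 flowers and at 35.9 and 182 TPM in dcl234 flowers, and AT3G07315, listed at 0 and at 55.3 and 83.4 TPM. AT3G07315 (limma adjusted p = 0.0020, from 2.68e-51 to 0.202 over 7 alternatives) was called under 4 of the 7 alternatives, as was ATCG00840, and was at 18.8 and 0 TPM in the leaf replicates. AT2G20722 was called under each of the 7 (limma adjusted p from 1.66e-71 to 0.0495). The largest falls were those of AT2G09785 (81 and 53.3 TPM in Col-0 flowers), AT2G07786 (30.2 and 63.9 TPM), MIR5642b (48.7 and 35.2 TPM) and AT2G08420 (24.6 and 38.7 TPM), all listed at 0 in both dcl234 flower libraries, and AT1G24996, from 65.9 and 72.5 TPM to 2.74 and 0 TPM. AT1G24996 was called under 6 of the 7 alternatives (limma adjusted p from 1.52e-47 to 0.0939) and the other 4 falls under each of the 7.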
